A study of Mus musculus with 21 samples.

How the data were processed

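Total RNA from mouse colon was purified with Qiazol, depleted of ribosomal RNA with RNase H, reverse transcribed with random hexamers and sequenced on an Illumina NovaSeq, per the labels' protocols. The 21 libraries come from wild-type and App NL-G-F knock-in C57BL/6 mice, with 3 libraries in each of 7 groups. Groups and replicate numbers were taken from the sample labels.

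The deposited count table holds raw counts per gene for 24062 genes, made by the authors with featureCounts, per the file headers and name. The aligner, genome build, annotation and strand setting are not stated, so no coordinates are given. Paralogs, overlapping genes and antisense genes are treated as uncertain, because how shared reads were assigned is not stated. In the header of the count table, 2 columns carry the same name in the knock-in female normal group. They were used as unnumbered replicates of that group, called a and b, beside replicate 1. No per-sample column was left out.

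A second deposited table holds the authors' DESeq2 results, per the file headers. It gives log2 fold changes between pairs of groups and log2 values per library, which the authors made from the counts. Recomputation on all 21 columns showed these log2 values to be log2 of the count divided by a size factor per library, plus 4. Size factors ran from 0.306 to 2.16. The table also gives an adjusted p-value for each pair, as the authors deposited it, with the adjustment method not stated. Values are given for 17906 genes and listed as NA for 6156, and all NA genes were under 0.5 CPM in every library. The authors' table was used only to print its own numbers of genes and its values for App.

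Library totals ran from 3414123 to 26174008 counts. A value of 3 counts was taken as the floor, and folds against a group whose libraries were all at or under it were computed against the floor and are given as lower bounds. Binomial intervals are Wilson intervals at 95% confidence. CPM values were computed with TMM-scaled library sizes, and log2 CPM with a prior count of 2.

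The main test was edgeR's quasi-likelihood F test on the deposited counts, two-sided, with TMM scaling, the filterByExpr filter by group, which left 15936 genes, robust dispersion fitting and 1 coefficient per group. All 21 libraries entered a single fit, so that the groups share the estimate of the spread. There were 9 comparisons of pairs of groups and 3 interactions, each with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were tested with camera in limma, two-sided, at a preset inter-gene correlation of 0.01, with adjustment over the 60 tests of 10 lists in 6 comparisons. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and scipy 1.17.1 were used.

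Genes were named by a rule. App and the sex-linked check genes come first. For each of the 12 comparisons up to 2 higher and 2 lower genes follow, those with the largest absolute log2 fold change among genes past the threshold. They needed a mean of at least 50 raw counts in at least 1 group and a symbol other than a predicted, ribosomal or mitochondrial name. In comparisons of pairs of groups, normalised values had to be without overlap between the groups. Genes named outside the rule are Rn45s and, in the closing observations, clock and Hox genes, which were chosen after their values or those of related genes were seen. The names of the clock genes set against Dbp are not reported here.

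The statistics were tested on simulated data. Counts were drawn for 15936 genes from a single mean per gene over all libraries, the real library sizes and edgeR's dispersion per gene. The dispersion was the same in all groups and genes were drawn independently. In wild-type male tumours 200 genes were changed by 1 or 2 log2 units. The edgeR test recovered 63% of the changed genes, and 77% of those changed by 2 log2 units, with 4 false calls and no wrong sign. In a comparison without changed genes it called 0, and in the interaction it recovered 44%. The DESeq2 test recovered 72.5% with 25 false calls and made 7 calls where nothing had been changed. The limma voom test recovered 61.5% with 3 false calls. These simulated groups had equal spread and few changed genes, unlike the real ones, so the figures are not error rates for the real comparisons.

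Alternatives were DESeq2 size factors or library totals in place of TMM, no low-count filter or a mean of at least 50 counts, the DESeq2 Wald test, limma voom with quality weights, only the compared groups in the fit, the replicate number as a block, the 3 libraries numbered 152 and above as a covariate, inter-gene correlation estimated per list, and the omission of each replicate in turn. Replicate numbers come from the library names in the labels, which do not say whether libraries of the same number share an animal. The block was fitted on the 18 numbered libraries of the 6 groups without duplicated headers. Offsets for GC content and length of the longest GENCODE transcript of each gene were added after the data were seen, alone and together with the block. Of the tested genes, 95.3% had these properties, and the others received no GC correction. Gene neighbours were taken from the RefSeq annotation, used only for names and order.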

Results

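Gene expression in mouse colon was measured by RNA sequencing in 21 libraries that fall into 7 groups of 3. The animals were C57BL/6 mice, either wild-type or carrying the App NL-G-F knock-in, an allele of the amyloid precursor protein gene App with mutations related to Alzheimer's disease. Tumours were obtained with AOM/DSS, a regimen that combines the carcinogen azoxymethane with dextran sulfate sodium, which injures the colon lining. The groups were male normal colon and male tumour of both genotypes, wild-type female normal colon and tumour, and knock-in female normal colon. No knock-in female tumour group was analysed here. The sample labels describe the normal libraries as untreated, whereas the description of the series speaks of normal tissue next to tumours, or normal colon where no tumour had formed, so these libraries are called normal colon here. Which normal libraries are of which kind is not stated, and this limits every comparison between normal groups. The question put by the series is why the AOM/DSS treatment had different outcomes in the App mutant background, with a dependence on sex.

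The libraries held between 3414123 and 26174008 gene counts. The smallest was wild-type male tumour replicate 2 and the largest wild-type female normal replicate 1. At 3 counts, the smallest amount treated as measurable, the floor ranged from 0.115 CPM, the count scaled to library size, in the largest library to 0.879 CPM in the smallest. The 45S ribosomal RNA precursor Rn45s took from 2.84% of the counts (95% Wilson interval 2.83 to 2.86) in wild-type female normal replicate 2 to 14.1% (14.06 to 14.10) in knock-in male normal replicate 3. Intervals and floors cover counting error only. Rn45s averaged 3.05% ± 0.18 (SD, n = 3) in wild-type female normal colon, 6.67% ± 1.69 (SD, n = 3) in wild-type male normal colon and 5.23% ± 0.63 (SD, n = 3) in knock-in female normal colon. Wild-type female normal colon lay below both other groups without overlap, with a two-sided exact permutation p of 0.1 in each case, the smallest that 3 against 3 libraries allow.

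No pair of replicate libraries agreed within counting noise. Over the 21 pairs, the chi-square per degree of freedom ran from 6.98 to 67.2, over genes with at least 20 counts in the pair. Across these genes, which are not independent replicates, Pearson's r of log2 CPM ran from 0.951 to 0.987. For this r, CPM was taken without TMM scaling and with a unit pseudocount. The biological coefficient of variation was 23.04% over all groups. It was lowest in wild-type male tumours at 15.1% and highest in knock-in male tumours at 32.5%. The first principal component held 52.4% of the variance and separated every tumour library from every normal library. The knock-in male tumours lay between 24.45 and 44.42 on it and the wild-type tumours of both sexes between 66.62 and 94.19. The second component held 11.5% and placed the 6 wild-type female libraries at -24.77 or below and the other 15 at -7.90 or above.

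**Figure D1:**
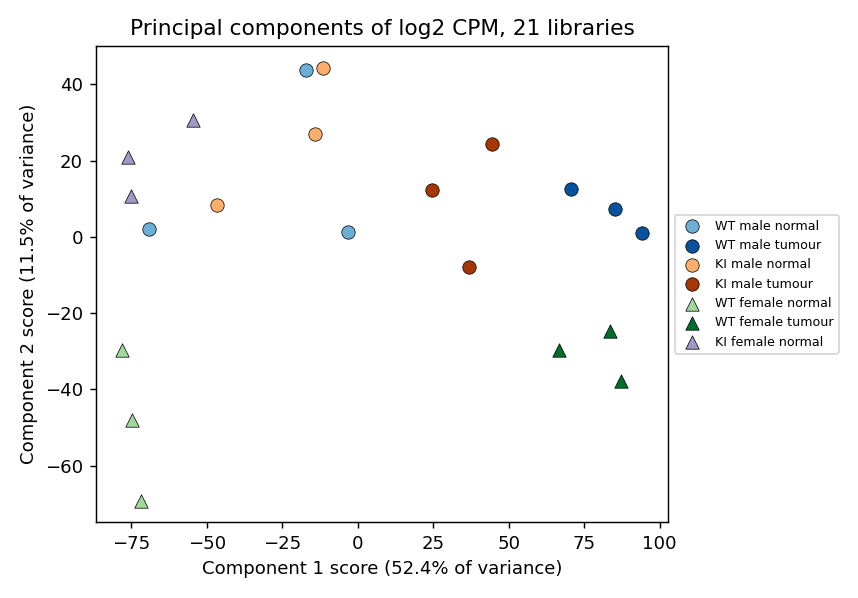
First against second principal component of log2 CPM over the tested genes, with 1 point per library, coloured by group, and the percent of variance on each axis label. Tumour libraries lie on the right and normal colon on the left of the first axis, which holds 52.4% of the variance, and the knock-in male tumours lie nearer to the normal libraries than the wild-type tumours do.

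The labels give each library a running number. Numbers 99 to 117 are wild-type and 129 to 141 knock-in, and within these ranges the numbers run group by group. The exceptions are wild-type female tumour replicates 2 and 3 and knock-in male tumour replicate 3, which carry numbers 152 to 154. These 3 libraries are too few to recompute any comparison among themselves, and for the remaining libraries a batch that followed the numbers could not be told apart from genotype or group.

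App was examined first, since it is the gene altered in the knock-in. Its mean level was 687 ± 59.7 CPM (SD, n = 3) in wild-type male normal colon and 943 ± 53.0 CPM (SD, n = 3) in wild-type male tumours. In knock-in males it was 573 ± 118 CPM (SD, n = 3) in normal colon and 627 ± 88.1 CPM (SD, n = 3) in tumours. In wild-type females it was 510 ± 51.6 CPM (SD, n = 3) in normal colon and 618 ± 146 CPM (SD, n = 3) in tumours, and in knock-in female normal colon 520 ± 13.01 CPM (SD, n = 3). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, App was higher in tumours of wild-type males, with a log2 fold change of 0.46 (SE 0.16, adjusted p 0.0341), and lower in knock-in than in wild-type male tumours, with a log2 fold change of -0.59 (SE 0.16, adjusted p 0.0251). The first of these had an edgeR adjusted p of 0.0717 with the replicate number as a block, and from 0.00513 to 0.0425 under the other settings that kept all replicates. In knock-in males the tumour effect on App was not past the threshold (log2 fold change 0.13, SE 0.16, edgeR adjusted p 0.587). Nor was it in wild-type females (0.28, SE 0.16, edgeR adjusted p 0.162). There it passed with library totals (edgeR adjusted p 0.0366) and with limma voom (adjusted p 0.0409). App did not pass the threshold between the genotypes in male normal colon (log2 fold change -0.26, SE 0.16, edgeR adjusted p 0.99998) or in female normal colon (0.03, SE 0.16, edgeR adjusted p 0.933). The difference between genotypes in the tumour effect on App in males was not past the threshold either (log2 -0.33, SE 0.23, edgeR adjusted p 0.375). Counts per gene do not separate the mutant from the wild-type sequence, so App levels do not check the genotype labels.

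**Figure D2:**
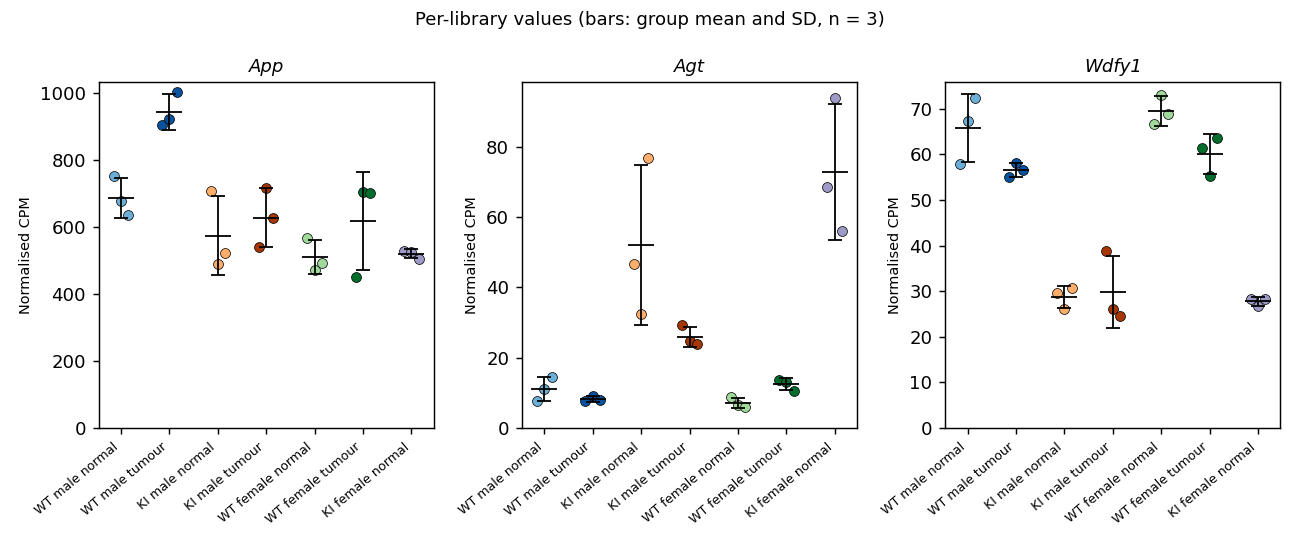
CPM of App, Agt and Wdfy1 in each of the 7 groups, with a point per library and the group mean with its SD as error bar (n = 3). Agt is at least 23.8 CPM in all 9 knock-in libraries and at most 14.3 CPM in all 12 wild-type libraries, whereas Wdfy1 is at most 38.8 CPM in knock-in and at least 55.01 CPM in wild-type libraries.

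The sex labels were checked with Xist, transcribed from the inactive X chromosome, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y. Xist averaged 3495 ± 439 CPM (SD, n = 3) in wild-type female normal colon and 3.90 ± 0.47 CPM (SD, n = 3) in wild-type male normal colon. Each of the Y-linked genes had at most 2 counts in every female library. These genes separated male from female libraries as labelled in all 21 cases.

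Tumours were compared with normal colon in each of the 3 backgrounds that have both. Of the 15936 genes tested, 5697 passed an adjusted p of 0.05 in wild-type males, 2622 higher and 3075 lower in tumours. In knock-in males 3246 genes passed, 1657 higher and 1589 lower, and in wild-type females 7820, of which 3989 were higher and 3831 lower. The setting that moved these counts most was a fit of only the compared groups, which gave 724 genes in knock-in males. The biological coefficient of variation was 25.6% in knock-in male normal colon and 32.5% in knock-in male tumours, against 23.04% over all groups. The spread shared by the single fit is thus smaller than that of these groups, and the 3 counts are not directly comparable. The share of higher genes in knock-in males was not stable either, at 51.05% here, 30.5% with only the compared groups, 43.3% with the replicate block and 60.3% with correction for GC content and length, an alternative chosen after the data were seen. In wild-type males the share was 46.0% here, 55.9% with that correction and 55.4% with the correction and the block. The direction of the split in wild-type males thus depends on the correction. With the replicate number as a block, 5274 genes passed in wild-type males, and 5328 in the same 18 libraries without it. In wild-type males, libraries of the same number deviated together with a mean correlation of 0.19.

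**Figure D3:**
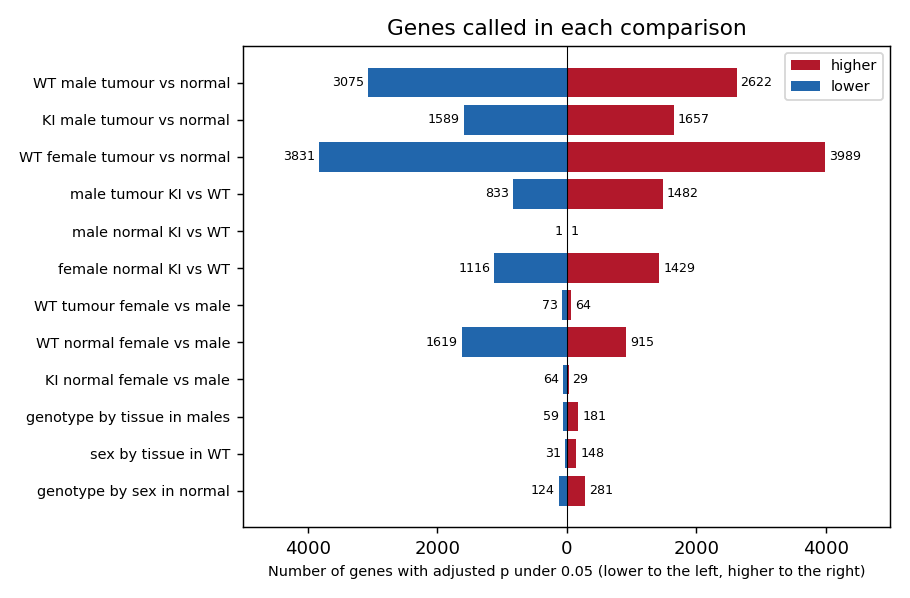
Number of genes past an adjusted p of 0.05 in each of the 12 comparisons, with higher genes drawn to the right and lower genes to the left of 0. Counts run from 2 genes for genotype in male normal colon to 7820 genes for tumour against normal in wild-type females.

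In wild-type males the largest increases among the genes that met the naming rule were those of Cxcl2 (log2 fold change 3.45, SE 1.11, edgeR adjusted p 0.0246) and Irx4 (3.34, SE 1.19, edgeR adjusted p 0.0395). Ctxn3 and Cdh19 had at most 1 count in each wild-type male tumour library. They were at least 10.8-fold lower and at least 7.21-fold lower in tumours, with edgeR adjusted p of 0.00127 and 7.63e-05. In knock-in males the matrix metalloproteinase genes Mmp13 and Mmp10 rose by 5.25 (SE 1.19, edgeR adjusted p 0.00913) and 4.83 (SE 1.23, edgeR adjusted p 0.0156) on the log2 scale. The B cell transcription factor gene Pax5 and Il22ra2 had log2 fold changes of -3.75 (SE 1.10, edgeR adjusted p 0.0248) and -3.67 (SE 0.96, edgeR adjusted p 0.0151). In wild-type females, H19 and Serpinb11 were at least 148-fold and at least 28.6-fold higher in tumours (edgeR adjusted p 0.000101 and 0.00455), the normal libraries being at or under 3 counts. Adam33 had no counts in the wild-type female tumours and was at least 25.02-fold lower there (edgeR adjusted p 3.67e-06). Upk3b was at least 13.1-fold lower (edgeR adjusted p 0.0206), but 1 of the 3 wild-type female normal libraries held a single Upk3b count.

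Changes shared by the 3 tumour comparisons were counted next. With the same sign in all 3, 1631 genes passed, 658 higher and 973 lower, and a further 6 passed in all 3 with differing signs. Wild-type and knock-in males shared 1752 genes of the same sign and 8 of opposite sign. Across genes, which are not independent replicates, Pearson's r between the male log2 fold changes of the genotypes was 0.52. Over the genes called in wild-type males, the slope of the knock-in on the wild-type log2 fold change was 0.43. Between wild-type males and females the corresponding r was 0.79 and the slope of the female on the male change 1.17, with 4820 genes shared in sign and 18 of opposite sign.

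**Figure D4:**
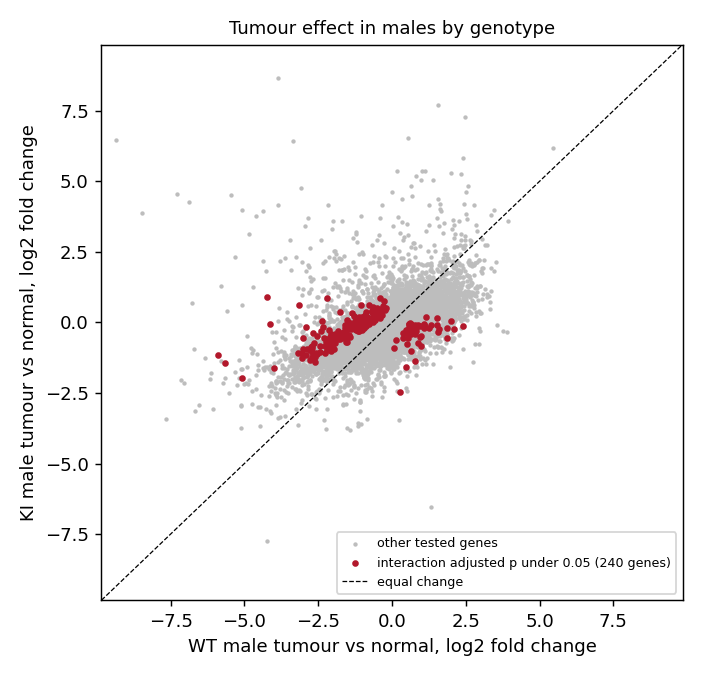
Log2 fold change of tumour against normal colon in knock-in males (vertical axis) against that in wild-type males (horizontal axis), with 1 point per tested gene. The 240 genes with a genotype-by-tissue interaction in males are red and the dashed line marks equal change. Over the genes called in wild-type males the slope is 0.43.

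Gene lists fixed beforehand were tested with camera from limma, 10 lists in each of 6 comparisons. Of the 60 tests, 32 passed an adjusted p of 0.05 at camera's preset inter-gene correlation of 0.01. With the correlation estimated from the data for each list, 0 of the 60 passed and 10 had an unadjusted p under 0.05, so the list results rest on that preset value. In addition, 53 of 100 regroupings of the libraries, the real one included, gave as many list tests. These regroupings exchanged labels between tumour and normal libraries, so an uneven mix can leave tumour differences between the relabelled groups. In the 5 comparisons open to a replicate block, 29 list tests passed in the fit of all 21 libraries. With the block, fitted on 18 libraries, 27 passed. The list medians below are therefore descriptions of direction. The 20 Wnt target genes had a median log2 fold change in tumours of 1.64 in wild-type males, 0.60 in knock-in males and 3.38 in wild-type females. The 15 smooth muscle genes had medians of -3.91, -2.37 and -3.95 in the same order, and the 18 colonocyte differentiation genes -1.92, -0.85 and -2.65. The 15 genes of App processing had medians of 0.16, 0.07 and 0.25.

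**Figure D5:**
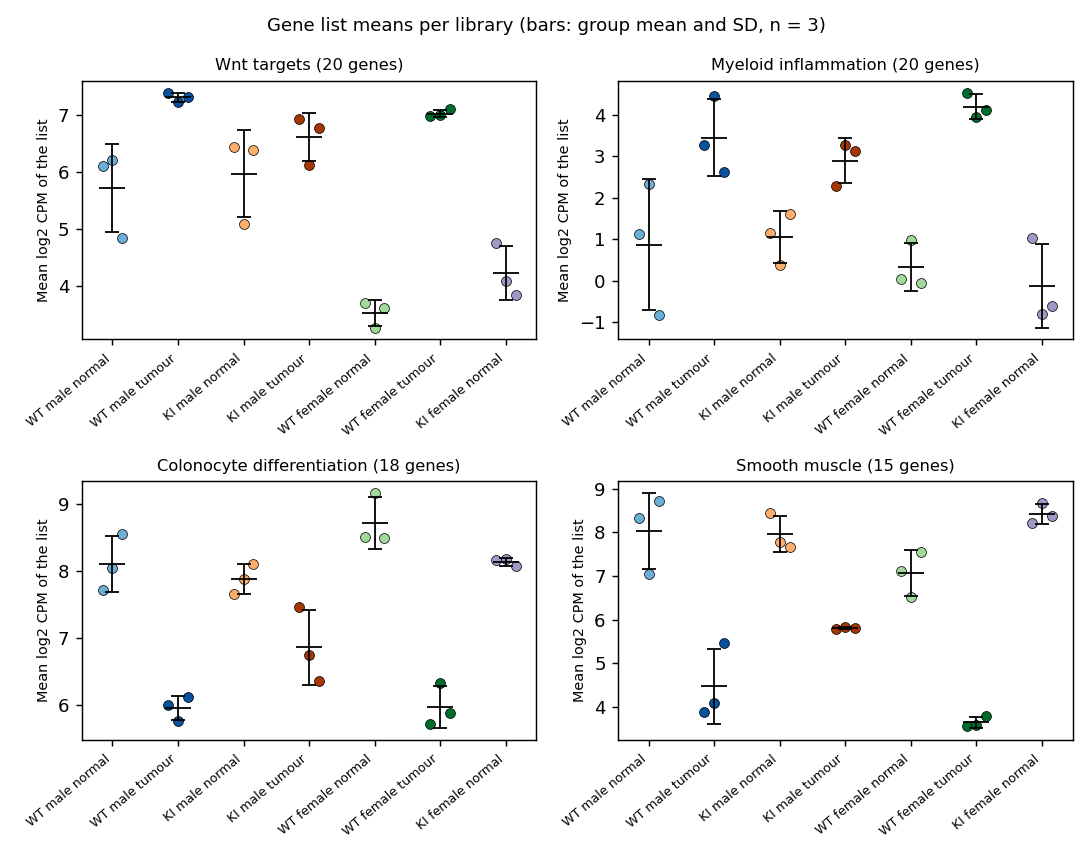
Mean log2 CPM of the Wnt target, myeloid inflammation, colonocyte differentiation and smooth muscle lists in each library, by group, with the group mean and SD as bars (n = 3). The smooth muscle list averages 8.02 in wild-type and 7.96 in knock-in male normal colon, 4.48 in wild-type and 5.81 in knock-in male tumours, and 3.65 in wild-type female tumours.

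The effect of genotype was compared within male tumours, where 2315 genes passed, 1482 higher and 833 lower in knock-in tumours. The block by replicate number gave 1830 genes, and the same 18 libraries without it gave 1821. A fit of only the compared groups gave 1438 genes. Libraries of the same number had a mean correlation of -0.12 in this comparison, so the numbers did not pair the tumours of the genotypes. Correction for GC content and transcript length gave 1002 genes. Nos1 was higher in knock-in tumours (log2 fold change 3.92, SE 0.94, edgeR adjusted p 0.0155), with 170 of its counts in replicate 3 and 35 and 16 in the others. Lrtm1 was at least 10.5-fold higher (edgeR adjusted p 0.0136), and replicate 3 held 130 of its counts against 7 and 19. Hdc, which encodes histidine decarboxylase, was lower with a log2 fold change of -3.06 (SE 0.72, edgeR adjusted p 0.0151), from 42.8 ± 13.95 CPM (SD, n = 3) to 5.14 ± 0.86 CPM (SD, n = 3). Erdr1 was lower as well (log2 fold change -3.31, SE 0.82, edgeR adjusted p 0.0192). That difference rests on 411 counts in wild-type replicate 3 against 39 and 12 in the others, and reads of Erdr1 can be shared with near-identical copies. The Wnt target list had a median log2 fold change of -0.66, the smooth muscle list 1.23 and the colonocyte differentiation list 0.90.

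In male normal colon 2 genes passed between the genotypes, and 532 had an unadjusted p under 0.05. Agt, the angiotensinogen gene, was higher in knock-in males with a log2 fold change of 2.25 (SE 0.28, edgeR adjusted p 0.00184), at 52.0 ± 22.8 CPM (SD, n = 3) against 11.01 ± 3.39 CPM (SD, n = 3). Wdfy1 was lower with a log2 fold change of -1.20 (SE 0.14, edgeR adjusted p 0.00104), at 28.7 ± 2.40 CPM (SD, n = 3) against 65.9 ± 7.41 CPM (SD, n = 3). With only the compared groups in the fit, 0 genes passed and 361 had an unadjusted p under 0.05. In female normal colon 2545 genes passed, 1429 higher and 1116 lower in knock-in females. Knock-in females have no tumour group here, so the compared normal samples may also differ in whether tumours lay nearby. The share of higher genes there was 56.1%, against 72.8% with scaling by library totals and 34.3% with correction for GC content and length. Agt and Wdfy1 were again among the genes called, with log2 fold changes of 3.33 (SE 0.30, edgeR adjusted p 7.59e-06) and -1.32 (SE 0.14, edgeR adjusted p 2.75e-05). Isx was lower (log2 fold change -3.90, SE 0.80, edgeR adjusted p 0.00493). Serpinb11 was at least 12.6-fold higher (edgeR adjusted p 0.0384), with a single count in 1 of the 3 knock-in libraries. Upk3b was at least 19.1-fold lower (edgeR adjusted p 0.0371), although 1 wild-type library had a single count. Olfm4 passed as higher (edgeR adjusted p 0.0189) on 2205 counts in 1 knock-in library, while the others had 15 and 2.

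Sex was compared within wild-type tumours, wild-type normal colon and knock-in normal colon. The counts include the genes used to check sex, which are not named again here. In wild-type tumours 137 genes passed, 64 higher and 73 lower in females. With only the compared groups in the fit, 1166 passed there. Ngfr was lower in females (log2 fold change -2.80, SE 0.44, edgeR adjusted p 0.00795) and so was Clcf1 (-2.05, SE 0.43, edgeR adjusted p 0.0349). Clca2 was higher (2.38, SE 0.38, edgeR adjusted p 0.0112) and so was Faim2 (2.27, SE 0.52, edgeR adjusted p 0.0466). In wild-type normal colon 2534 genes passed, 915 higher and 1619 lower in females. The lower genes included Habp2 (log2 fold change -5.83, SE 1.13, edgeR adjusted p 0.00296) and the ligand gene Wnt10a (-5.49, SE 1.05, edgeR adjusted p 0.00307). Upk3b was at least 21.4-fold higher (edgeR adjusted p 0.0414), but 1 of the 3 female libraries held a single count. Slc13a2os was higher (2.55, SE 0.51, edgeR adjusted p 0.00298), with the reservation that it is an antisense gene and the use of strand in counting is not stated. In knock-in normal colon 93 genes passed, 29 higher and 64 lower in females, and this count fell to 20 with DESeq2 size factors. With only the compared groups in the fit it was 126, of which 83 were higher and 36 shared with the 93, so the direction of the split depends on the fit. Retnla was higher (log2 fold change 5.78, SE 1.03, edgeR adjusted p 0.0262) and so was Opcml (2.31, SE 0.51, edgeR adjusted p 0.0498). Habp2 was lower here too (-4.16, SE 0.91, edgeR adjusted p 0.0498). Lyz1 was lower (-4.13, SE 0.86, edgeR adjusted p 0.0498), and its reads can be shared with its paralog Lyz2.

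Differences between effects were tested as interactions. The tumour effect differed between genotypes in males for 240 genes, 181 of which had the more positive effect in knock-in males. This number was not stable, since it was 0 with the replicate block (3708 genes with an unadjusted p under 0.05), 0 with correction for GC content and length (2754 unadjusted) and 1326 with the DESeq2 test. The 18 libraries of the block also gave 0 without it, so that loss came before the block was added. Bves and Fibin headed the higher genes (edgeR adjusted p 0.0465 and 0.0419), with at most 2 counts in each wild-type male tumour library, and Pou2f2 and Kcnb2 the lower ones, with interactions of -2.75 (SE 0.59, edgeR adjusted p 0.0411) and -2.53 (SE 0.62, edgeR adjusted p 0.0481). The tumour effect differed between the sexes in wild-type mice for 179 genes, 148 of them with the more positive effect in females. Habp2 was the largest without a group at the floor, with an interaction of 6.31 (SE 1.35, edgeR adjusted p 0.0370). Ceacam2 had an interaction of -2.97 (SE 0.68, edgeR adjusted p 0.0461) and can share reads with Ceacam1. The effect of genotype in normal colon differed between the sexes for 405 genes, 281 with the more positive and 124 with the more negative effect in females. Retnla (interaction 6.21, SE 1.32, edgeR adjusted p 0.0208) and Apln (4.31, SE 1.11, edgeR adjusted p 0.0472) were the largest increases, and Isx (-4.74, SE 1.07, edgeR adjusted p 0.0289) the largest decrease without a group at the floor.

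The authors' deposited table of DESeq2 results was set beside these counts. At an adjusted p under 0.05, the authors' deposited table lists 5852 genes for tumour against normal in wild-type males and 3797 in knock-in males. For genotype, the authors' deposited table lists 2964 genes in male tumours, 6 in male normal colon and 3028 in female normal colon. For sex, the authors' deposited table lists 860 genes in wild-type tumours, 3176 in wild-type normal colon and 579 in knock-in normal colon. The largest relative departures from the counts above were in the comparisons with the fewest genes. For App in wild-type female against male tumours, the authors' deposited table gives a log2 fold change of -0.63 with an adjusted p of 0.012, whereas the edgeR test gave -0.61 (SE 0.16) with an adjusted p of 0.0626.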

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

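Of the tests in this part, the counts over other splits of the libraries and the batch covariate were planned, and all others were chosen after the numbers of genes had been seen.

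The tumour effect differed between knock-in and wild-type males in 240 genes by a test of the difference itself, an interaction in edgeR. Of the 32 splits that relabelled genotype within each tissue and parted all same-numbered pairs, 3 gave as many genes, the real one included. The other 2 keep the genotype labels of the tumours and with them the genotype difference in tumours, so their counts are not noise alone. Of the 18 splits that mix the labels in both tissues 0 gave as many genes, but 18 are too few to reach a share under 0.05. The number was 264 with Rn45s left out, so a single abundant transcript did not account for it. It was 69 with every library thinned to the smallest total, which cannot separate a depth effect from lost power. It was 0 with offsets for GC content and length (2754 genes with an unadjusted p under 0.05), so a trend of the libraries with GC content or length remains a candidate explanation. It was 2 with libraries 152 to 154 as a batch covariate, which takes in 1 of the knock-in tumours and cannot separate a library batch from lost power. Of the 240 genes, 229 (95.42%) moved against the tumour effect of wild-type females, whose libraries are not in this contrast but share its estimate of the spread. That is consistent with more non-tumour tissue in the knock-in tumour samples, and equally with a weaker tumour programme in knock-in males, which the test does not tell apart. The share of 95.42% was also largely given beforehand. Tumour effects of wild-type males and females correlated across genes (Pearson's r 0.79). Over the genes called in wild-type males, the slope of the knock-in on the wild-type male effect was 0.43. The pattern cannot be told apart from GC content and length, depth or a library batch, and the splits leave the grouping of the libraries undecided.

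The tumour effect differed between female and male wild-type mice in 179 genes, again by an interaction. Of the 32 splits that relabelled sex within each tissue, 7 gave as many genes, the real one included. The other 6 keep or fully swap the sex labels in at least 1 tissue and so retain the sex difference there. Of these, 1 swaps all labels in one tissue and keeps them in the other, which turns the interaction into the sum of both sex differences and gave 3732 genes. Of the 18 splits that mix the labels in both tissues 0 gave as many genes and the highest gave 1, again too few splits to reach a share under 0.05. Offsets for GC content and length gave 163 genes and leaving out Rn45s 197, so neither accounted for the count. Of the 163, 135 were among the 179, and the share with the more positive effect in females fell from 82.7% to 66.3%, so the direction rests in part on the correction. Thinning to the smallest total gave 46, from which depth and lost power cannot be separated. With libraries 152 to 154 as a batch covariate 23 genes passed, 18 of them among the 179. These libraries include 2 of the 3 wild-type female tumours, so a library batch and lost power cannot be separated either. In 155 of the 179 genes (86.59%) the sex difference was larger in normal colon than in tumours. A candidate explanation is therefore a difference between male and female normal samples rather than between tumours. The pattern cannot be told apart from depth or a library batch, and the splits leave the grouping of the libraries undecided.

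The effect of genotype in normal colon differed between females and males in 405 genes, by an interaction. Of 100 splits drawn of genotype within each sex, 12 gave as many genes, the real one included. The other 11 keep or fully swap the labels in at least 1 sex and so retain the genotype difference there. Of the 76 splits that mix the labels in both sexes 0 gave as many genes and the highest gave 3. The count was 344 with offsets for GC content and length and 404 without Rn45s, so neither accounted for the number. Of the 344, 275 were among the 405, and the share with the more positive effect in females fell from 69.4% to 50.3%, so GC content and length remain open for the direction and for part of the genes. The count was 95 with all libraries thinned to the smallest total, which leaves depth open. Wild-type female normal colon was the group farthest from the mean of the other 3 in 355 of the 405 genes (87.65%). Those libraries may thus be the source of the difference, and they also had the lowest share of Rn45s. The pattern cannot be told apart from depth, nor from normal samples that differ in whether tumours lay nearby.

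For the comparisons of pairs of groups, other splits were too few to reach a share under 0.05. In each of the 7 comparisons between numbered groups, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. The other splits in these 7, including those that leave same-numbered pairs together, gave at most 2 genes. In the comparisons of knock-in female with wild-type female normal colon and with knock-in male normal colon, 1 of 10 splits, the real one, gave as many genes. For the 1631 genes shared by the 3 tumour comparisons, 1 of 100 regroupings, the real one, gave as many and the highest of the others was 4. For the gene lists, 53 of 100 regroupings gave at least the 32 list tests of the real grouping. Labels were exchanged between tumour and normal libraries there, so an uneven mix can leave tumour differences between the relabelled groups. The number of list tests therefore decides nothing about the real grouping.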

How the results depend on the processing

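The groups, the tests, the gene lists, the naming rule and all settings but the offsets for GC content and length were fixed before the data were examined; the offsets were added after the data had been seen.

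Of 145 alternative values of a number of genes or list tests that left out no replicate, 101 stayed within 1.5 times of the reported number, 26 fell below and 18 rose above. Where no other reason is given, the cause was not tested.

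Scaling with DESeq2 size factors gave 20 genes for sex in knock-in normal colon, of which 11 were higher, against 29 of 93 with TMM. Library totals also gave 20 genes there, again with 11 higher, and 311 genes for the sex-by-tissue interaction. Under library totals the median log2 fold change of all genes shifted to 0.15 for tumours of wild-type females, 0.10 for genotype in female normal colon and 0.13 for the sex-by-tissue interaction. The share of higher genes moved accordingly, to 62.1% from 51.0% in tumours of wild-type females, to 72.8% from 56.1% for genotype in female normal colon, to 21.4% from 36.1% for sex in wild-type normal colon, to 61.2% from 46.7% for sex in wild-type tumours, and to 82.2% from 69.4% for the genotype-by-sex interaction.

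Without a low-count filter, 95 genes passed for the genotype-by-tissue interaction and 20 for sex in knock-in normal colon. With a mean of at least 50 counts, 408 passed for that interaction and 340 for sex in wild-type tumours. The DESeq2 Wald test gave 6 genes for genotype in male normal colon, 835 for sex in wild-type tumours, 583 for sex in knock-in normal colon, and 1326, 577 and 920 for the genotype-by-tissue, sex-by-tissue and genotype-by-sex interactions. On simulated counts that test made more false calls than edgeR. Those counts had equal spread in all groups and were drawn from edgeR's own dispersions, so they do not decide between the 2 tests here. Limma voom gave 4506 genes for genotype in female normal colon, 2944 for sex in wild-type tumours, 5375 and 698 for sex in wild-type and knock-in normal colon, and 1194, 1467 and 1098 for the interactions in the same order.

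With only the compared groups in the fit, 724 genes passed for tumours of knock-in males, 1438 for genotype in male tumours, 0 for genotype in male normal colon (361 at an unadjusted p under 0.05), 1166 for sex in wild-type tumours, 1623 for sex in wild-type normal colon, 1 for the genotype-by-tissue and 254 for the genotype-by-sex interaction, and 543 genes were shared by the 3 tumour comparisons. The biological coefficient of variation was 15.1% and 17.4% in wild-type male and female tumours, where the count for sex rose from 137. It was 32.5% in knock-in male tumours, where both counts fell. A spread shared by all groups does not reflect this difference, whose part in the counts was not tested. With libraries 152 to 154 as a batch covariate, 17 genes passed for sex in knock-in normal colon, 2 for the genotype-by-tissue and 23 for the sex-by-tissue interaction.

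With the replicate block, 0 genes passed for the genotype-by-tissue interaction (3708 at an unadjusted p under 0.05) and 73 for sex-by-tissue. The same 18 libraries without the block gave 0 and 92, so the former was lost before the block was added. Without the block these 18 libraries gave 2849 genes in tumours of knock-in males and 7627 in tumours of wild-type females. They gave 5 for genotype in male normal colon, and 49 and 2271 for sex in wild-type tumours and normal colon. The block gave 2900 genes in tumours of knock-in males, 7604 in tumours of wild-type females, 3 for genotype in male normal colon, 123 and 2283 for sex in wild-type tumours and normal colon, and 1465 shared genes. The correlations of same-numbered libraries for these comparisons were within 0.1 of 0, from -0.07 to 0.06. No paired analysis was possible because of missing numbers for comparisons with knock-in female normal colon, where 2 columns share a header.

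Offsets for GC content and length gave 1002 genes for genotype in male tumours, 33 for sex in wild-type tumours, 26 for sex in knock-in normal colon and 0 for the genotype-by-tissue interaction (2754 at an unadjusted p under 0.05). They moved the share of higher genes to 34.3% for genotype in female normal colon, to 51.5% from 64.02% in male tumours, to 59.3% for sex in wild-type normal colon, to 66.3% from 82.7% for the sex-by-tissue and to 50.3% from 69.4% for the genotype-by-sex interaction, so these splits depend on the correction. In tumours of wild-type males the offsets moved the share to 55.9% from 46.0%. The block with these offsets gave 1875 genes in tumours of knock-in males, 683 for genotype in male tumours, 4 for genotype in male normal colon, 28 for sex in wild-type tumours, 0 for the genotype-by-tissue (2478 at an unadjusted p under 0.05) and 81 for the sex-by-tissue interaction. Estimating the inter-gene correlation left 0 of the 60 list tests past the threshold, with 10 at an unadjusted p under 0.05.

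Leaving out each replicate in turn gave from 3659 to 5373 genes for tumours of wild-type males, 1392 to 2994 for knock-in males and 6647 to 7329 for wild-type females, with 988 to 1650 shared. For genotype the range was 429 to 2252 in male tumours, 2 to 2 in male normal colon and 1022 to 2745 in female normal colon. For sex it was 12 to 116 in wild-type tumours, 1037 to 2799 in wild-type and 5 to 649 in knock-in normal colon. The interactions ranged from 0 (3197 at an unadjusted p under 0.05) to 2104 for genotype-by-tissue, 31 to 544 for sex-by-tissue and 91 to 614 for genotype-by-sex, and the list tests from 31 to 36.

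Directions reversed in 6 cases, each with a value near 0 under the alternative. The App difference between genotypes in female normal colon was -0.0086 with limma voom, -0.0299 with the GC offsets and -0.0297 without wild-type female normal replicate 2, in a range up to 0.1131 over the fits that each left out a replicate. The App tumour effect in knock-in males was -0.0202 without knock-in male normal replicate 2 and -0.0072 without knock-in male tumour replicate 2, in a range up to 0.2667. The colonocyte differentiation list was at 0.0187 for genotype in male normal colon without wild-type male normal replicate 3, in a range down to -0.4878. Among the other values for named genes, 417 kept direction and side of the threshold, 102 were weaker and 2 stronger where no replicate was left out, and 195, 185 and 1 where one was. For single gene lists 182 kept both and 42 were weaker, and with a replicate left out 660 and 11.

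Depth limits the genes near the floor, where a fold is only a lower bound, and the comparisons with wild-type male tumours, whose replicate 2 held 3414123 counts.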

Other observations

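All tests in this part were chosen after the pattern they concern had been seen, and the genes and lists were picked for these tests outside the naming rule, except Wdfy1 and Agt.

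Circadian clock genes stood out in the comparison of knock-in with wild-type female normal colon. Dbp had a log2 fold change of 4.89 (SE 0.65, edgeR adjusted p 0.000216). For 9 further clock genes whose values had not been looked at, a direction was written down first: 5 with Dbp, namely Nr1d1, Per3, Ciart, Per2 and Bhlhe41, and 4 of other phase against it. All 9 moved in the stated direction, and 9 of 9 did so in male normal colon and 7 of 9 in male tumours. Of 15 clock genes in all, 13 passed the threshold in female normal colon, 3 in male tumours and 0 in male normal colon, where 9 had an unadjusted p under 0.05. Of the 3 in male tumours, 1 gene of other phase moved against its stated direction (log2 fold change 0.578, SE 0.154, edgeR adjusted p 0.0228). The numbers of genes in the stated direction were the same with DESeq2 size factors and with library totals. In wild-type female against male normal colon 3 of 9 moved in the direction of the knock-in comparison. Genes of one oscillator are not independent, so the 9 count as less than 9 trials. A clock score, the mean log2 CPM of the genes that peak with Dbp minus that of the genes of opposite phase over 15 genes, lay between -2.83 and -1.30 in all 12 wild-type libraries and between -0.77 and 1.30 in all 9 knock-in libraries. The score includes Dbp and other clock genes whose values had been seen, so the separation is partly built in. Knock-in female normal replicate b scored -0.766, against 1.281 in replicate 1 and 1.3 in replicate a. Wild-type male and female normal colon differed by 0.741 in the mean score with overlapping libraries. Of the 15 genes, 2 passed in that comparison, among them Hlf, lower in females (log2 fold change -1.55, SE 0.42, edgeR adjusted p 0.0178), so a smaller shift within the wild type is not excluded. All 3 libraries numbered 152 to 154 lay on the side of their genotype, with scores of -2.21 and -2.05 in the wild-type and -0.73 in the knock-in library. With 1 knock-in library among them and all other numbers following genotype, this leaves a library batch open. The pattern is consistent with knock-in and wild-type tissues having been collected at different times of day. A genotype effect on the clock would look alike, and the labels used here give no collection time, so the pattern cannot be told apart from collection time or a library batch. If collection time is the source, part of the genotype differences in female normal colon and male tumours may reflect it.

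The 20 Wnt target genes had a higher median in male than in female wild-type normal colon, by 1.99 on the log2 scale. Tumour RNA mixed into the male normal samples would move all tumour genes by the same fraction of the way to the tumour level. That fraction had a median of 21.7% over 15 Wnt target genes and 11.4% over 14 myeloid inflammation genes, a difference of 10.25 percentage points with a permutation p of 0.00019 over 100000 resamples of genes, which are not independent. The Wnt list was taken up for its rise, and resampling genes ignores the spread between libraries. The male normal library with the lowest Wnt mean also had the lowest myeloid mean in both genotypes, 4.829 and -0.83 in wild-type replicate 3 and 5.084 and 0.38 in knock-in replicate 2. The pattern therefore cannot be told apart from such a mixture. The distal Hox list differed by 0.113 with overlapping libraries, which goes against a different position along the colon. Offsets for GC content and length left a median of 1.868. The library numbers of the groups share 0 positions in range. In knock-in normal colon, with other library numbers, the list mean was again higher in males, from 5.084 to 6.431 against 3.843 to 4.749 in females. A batch confined to the wild-type libraries would therefore not account for both, but the pattern cannot be told apart from a library batch that follows the groups. The description of the series names adjacent normal tissue, whereas the labels call the normal libraries untreated. A response of the tissue around tumours was not tested.

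Posterior HoxD genes were far below the other libraries in replicate 1 of 2 tumour groups. Hoxd13 had 19 counts in wild-type female tumour replicate 1, where the level of the other libraries of the group would give 801.7, and 85 counts in knock-in male tumour replicate 1, where it would give 2285. Depth therefore does not account for it. In the wild-type female group the loss was graded, with Hoxd13 at 2.581 CPM in replicate 1, 56 CPM in replicate 3 and 161.8 CPM in replicate 2. In wild-type male tumours Hoxd13 was also lowest in replicate 1, at 70.28 CPM against 140.6 and 143.2 CPM, as were Hoxd9, Hoxd10 and Hoxd11. Hoxd12 was not, at 26.79 CPM in replicate 1 against 6.402 CPM in replicate 2 and 44.67 CPM in replicate 3. A cause that follows the replicate number was therefore not excluded. The smooth muscle list was at most 0.04 log2 units below the nearer and 0.24 below the farther of the other libraries of the group, so a loss of that stromal tissue was not seen. Of the 3 distal Hox genes outside HoxD, Hoxa11, Hoxa13 and Hoxb13, 0 fell by more than 1 log2 unit below both others in either library, so a more proximal position was not seen in these 3. Hoxa11 and Hoxa13 were nevertheless lowest in that wild-type female library, and Hoxb6 was lower than in the other libraries of the group in both. The Hoxb6 values decide nothing, being 2 counts in the wild-type female library and 1.361 CPM, within the range of normal colon, in the knock-in library. No explanation by genotype, sex or treatment was tested, since the libraries differ within a group.

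Wdfy1 and Agt separated all 9 knock-in from all 12 wild-type libraries, and were among 6 of the 15936 tested genes that did. Wdfy1 ran from 24.6 to 38.8 CPM in knock-in and from 55.01 to 73.0 CPM in wild-type libraries, and Agt from 23.8 to 94.0 CPM in knock-in and from 6.04 to 14.3 CPM in wild-type libraries. Of these 2 genes, 0 lie on the chromosome of App, so neither is part of a segment carried along with the App allele. Of the 20 tested genes nearest to App in gene order, 1 passed in male tumours and 3 in female normal colon, where 14.53% and 15.97% of all tested genes passed. The smaller of the ratios of genotype to tissue difference was 3.479, and all 3 libraries numbered 152 to 154 lay on the side of their genotype. Both of these values follow largely from the separation itself and decide nothing about tissue composition or library batch. A variant between the mouse lines elsewhere in the genome was not tested. A stable effect of the App genotype, or of the line that carries it, is a hypothesis that cannot be told apart from tissue composition or library batch here, with 3.479 and 3 of 3 libraries as the values at hand.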
